# Functional characterization and genomic studies of a novel murine submandibular gland epithelial cell line

**DOI:** 10.1371/journal.pone.0192775

**Published:** 2018-02-20

**Authors:** Sangwon Min, Eun-Ah Christine Song, Akinsola Oyelakin, Christian Gluck, Kirsten Smalley, Rose-Anne Romano

## Abstract

A better understanding of the normal and diseased biology of salivary glands (SG) has been hampered, in part, due to difficulties in cultivating and maintaining salivary epithelial cells. Towards this end, we have generated a mouse salivary gland epithelial cell (mSGc) culture system that is well-suited for the molecular characterization of SG cells and their differentiation program. We demonstrate that mSGc can be maintained for multiple passages without a loss of proliferation potential, readily form 3D-spheroids and importantly express a panel of well-established salivary gland epithelial cell markers. Moreover, mSGc 3D-spheroids also exhibit functional maturation as evident by robust agonist-induced intracellular calcium signaling. Finally, transcriptomic characterization of mSGc by RNA-seq and hierarchical clustering analysis with adult organ RNA-seq datasets reveal that mSGc retain most of the molecular attributes of adult mouse salivary gland. This well-characterized mouse salivary gland cell line will fill a critical void in the field by offering a valuable resource to examine various mechanistic aspects of mouse salivary gland biology.

## Introduction

Salivary glands (SG) are exocrine glands that secrete saliva, which provides lubrication necessary for proper speech, mastication, and food tasting and hence is of critical importance for oral health. Loss of saliva secretion due to impaired acinar cell function is commonly associated with autoimmune diseases such as Sjögren’s Syndrome, from γ-irradiation therapy used in patients with oral cancers, and developmental disorders[1–3]. Patients suffering from hyposalivation exhibit difficulty in speaking, swallowing and mastication, which can reduce the quality of life. Current treatment options and targeted therapies for hyposalivation are limited to medications and the use of artificial saliva, however these options fail to provide permanent relief for patients[4]. Therefore, the generation of salivary gland specific tools and resources aimed at both a better understanding of the basic physiological and biological mechanisms important for salivary gland biology and restoring salivary gland function are important.

Over the last several years a major area of research emphasis has been aimed at restoring salivary gland function by stem/progenitor cell-based therapies and tissue engineering approaches. Indeed, using a variety of *in vitro* cell culture based strategies, numerous studies have demonstrated that human and rodent stem/progenitor cells are able to rescue radiation-induced hyposalivation in mouse models[5–9]. While such studies have shown promise, the lack of a well-defined salivary gland stem cell marker and the inherent difficulties in cultivating and maintaining SG cells have hampered progress. Although both rat and human derived cell lines have been widely used to study various aspects of salivary gland biology, often they were either derived from human tumors or immortalized using viral or recombinant DNA vectors[10–14]. Unfortunately, these strategies typically lead to phenotypic properties and molecular attributes that are distinct from normal salivary gland physiological states.

In light of these challenges, we have generated a spontaneously immortalized salivary gland epithelial cell line established from mouse submandibular glands. We show that the mouse submandibular salivary gland cell line (mSGc) can been maintained for over 100 passages without any appreciable loss of proliferation potential. Importantly, mSGc readily form 3D-spheroids and express a panel of well-established salivary gland epithelial cell markers. Moreover, we find that the 3D-spheroids exhibit secretory function as evident by agonist-induced intracellular calcium signaling. Finally, global transcriptomic characterization of mSGc and hierarchical clustering analysis reveal that the mSGc retain most of the molecular attributes of adult mouse SG. In sum, the well-characterized mSGc as described in this report adds a new toolkit in better understanding SG function.

## Materials and methods

### Animal experiments

All animal experiments were performed in compliance with Roswell Park Cancer Institute (RPCI) and the State University of New York at Buffalo, Institutional Animal Care and Use Committee (IACUC) regulations. All procedures were approved by RPCI and the State University of New York at Buffalo IACUC.

### Tissue preparation and cell culture

Twelve week old C57BL/6 male mice obtained from The Jackson Laboratory were euthanized by CO_2_ inhalation. Single cell suspensions were generated from excised submandibular glands according to Pringle *et al*.[15]. Briefly, glands were finely minced in dispersion buffer consisting of 1% (w/v) bovine serum albumin in Hank’s balanced salt solution followed by enzymatic digestion with collagenase type II (23mg/ml), hyaluronidase (40mg/ml) and CaCl_2_ (50mM) at 37°C in a shaker (125 rpm) for 20min. After 20min., digested cells were mixed vigorously and then shaken for an additional 20min. at 125 rpm. Cells were centrifuged at 400xg for 8min. and re-suspended in dispersion buffer containing enzymes and shaken for 20min. followed by vigorously mixing and shaking for an additional 20min. Cells were then centrifuged at 400xg for 8min. and washed in enzyme free dispersion buffer (1% (w/v) bovine serum albumin in Hank’s balanced salt solution) and filtered through 40μm pore filters. Cells were then grown in serum free media (SFM) consisting of Dulbecco’s Modified Eagle’s Medium (DMEM): Ham’s F12 and penicillin (100 U/ml), streptomycin (100μg/ml), human epidermal growth factor (20ng/ml), human fibroblast growth factor (20ng/ml), N2 supplement (1%), insulin (10μg/ml) and dexamethasone (1μM) and incubated at 37°C in 5% CO_2_. After 5–10 days, cell aggregates (salispheres) spontaneously adhered to the non-coated plastic tissue culture flask (Greiner Bio-One, Germany, catalog no. 658175). Once cells reached semi-confluency, cells were trypsinized using TrypLE Express (Gibco) and sub-cultured on non-coated plastic tissue culture flasks. mSGc were subsequently maintained as monolayers in either SFM or serum containing media (SCM) consisting of Dulbecco’s Modified Eagle’s Medium (DMEM):Ham’s F12 containing 2.5% Fetal Bovine Serum (FBS) (Life Technologies) and the following supplements: 0.1μM retinoic acid, 80ng/ml human epidermal growth factor, 2nM triiodothyronine, 5mM glutamax, 0.4μg/ml hydrocortisone, 5μg/ml insulin, 5μg/ml transferrin, 5ng/ml sodium selenite and 0.1mg/ml normocin.

### 3D matrigel spheroid cultures

One hundred microliters of matrigel (BD Biosciences) (2:1 matrigel:media) was allowed to solidify in a 37°C incubator for 1 hour in 8-well chambers mounted on No. 1.5 German borosilicate coverglass (Nalge Nunc International, Naperville, IL). Upon solidification, 3,000 cells/well were seeded on the matrigel in media, as indicated. 3D-spheroids were grown at 37°C in 5% CO_2_. To generate single cell suspensions from 3D-spheroids, spheres were isolated by removing media and adding 0.5ml of Dispase (1mg/ml) directly to the matrigel followed by incubation for 1 hour at 37°C in 5% CO_2_ to digest the matrigel. Spheres were washed in PBS and centrifuged at 1200rpm for 5min. Spheres were dissociated with TrypLE Express (Gibco) and passed through a 40μm filter to remove clumps and obtain single cell suspensions. Cells were then plated and grown as monolayers in either SFM or SCM.

### Growth analysis

Cells were cultured in 2ml of serum free media (SFM) or serum containing media (SCM) on non-coated plastic 6 well plates (Falcon, Corning, NY, catalog no. 353224) at a density of 250 cells/well (27 cells/cm^2^) for growth analysis. Images were taken every 24 hours for 5 days from at least 5 different fields of view using a phase contrast microscope (Nikon, Melville, NY). The number of cells per colony was calculated using Image J (NIH, Bethesda, MD). *n* = 5.

### Clonogenic assay/colony formation assay

Cells were seeded at a density of 250 cells/ well (27 cells/cm^2^) on non-coated plastic 6 well plates for five days and fixed with 4% paraformaldehyde (PFA). Fixed colonies were stained with 2% Rhodamine B in distilled water (Sigma catalog no. R6626, St. Louis, MO) and quantified. Only colonies which consisted of at least 50 cells were selected for scoring. The number of colonies per well was quantified using Image J (NIH, Bethesda, MD). The average number of colonies formed per well for each passage was calculated by adding the total number of colonies divided by the number of replicates. *n* = 4.

### Short tandem repeat (STR) analysis

IDEXX Bioresearch (Columbia, MO) performed cell line authentication by STR DNA profiling and confirmed the cells were of mouse origin and of the C57BL/6 strain.

### Spectral karyotyping

Spectral Karyotyping (SKY) analysis was performed on 20 metaphases of mSGc by the SKY/FISH facility at RPCI (Buffalo, NY).

### Immunofluorescence and confocal microscopy

Spheres were harvested by removing media and adding 0.5ml of Dispase (1mg/ml) directly to the matrigel and incubating for 1 hour at 37°C in 5% CO_2_ to digest the matrigel. Spheres were washed in Phosphate Buffered Saline (PBS) and centrifuged at 1200rpm for 5 min. Pelleted spheres were re-suspended and processed in HistoGel (Thermo Scientific) for paraffin embedding as per manufacturer’s instructions. Slides of sectioned spheres were de-paraffinized and rehydrated through a graded alcohol series. Antigen retrieval was performed by boiling slides in a microwave for 20 minutes in antigen retrieval solution (10 mM sodium citrate, 0.05% Tween-20, pH 6.0). Slides were allowed to cool for 20 min. and then rinsed briefly in PBS, circled with a PAP pen and then blocked in 20% Normal Goat Serum, 0.1% TritonX-100 in PBS for 1 hour. The primary antibodies used at the indicated dilutions include p63 (1∶25; Biocare Medical, 4A4), p63-α (1:25, Cell Signaling), K14 (1:100)[16], K5 (1:100, gift from Dr. Julie Segre NIH), K8 (1:100; Fitzgerald, MA), Nkcc1 (1:50; Santa Cruz, sc-21545), Amy1 (1:50; One World Lab), and Sma (1:200; Sigma, 1A4). When staining with mouse monoclonal antibodies MOM Basic kit (Vector Labs) was used according to manufacturer instructions. Immunofluorescence of mSGc grown as monolayers on non-coated microscope cover glasses (Fisher Scientific, catalog no.12-546) was performed as previously described[17]. Slides were mounted using Vectashield Mounting Medium with DAPI (Vector Labs) and imaged using Leica confocal microscopy.

### Cell heterogeneity analysis

mSGc cells were plated on non-coated microscope cover glasses and stained with indicated antibodies. Percentage of positive cells was calculated by counting the number of immune-positive cells and dividing by the total number of nuclei. A total of 15 fields of view were used for each quantification analysis. Each experiment was performed in triplicate. *n = 3*.

### Quantitative RT-PCR

Total RNA from mSGc grown as monolayers on non-coated plastic flasks was isolated and purified using TRIzol (Invitrogen) according to established protocols. Total RNA from spheres grown on matrigel was isolated by removing media and adding 0.5ml of Dispase (1mg/ml) directly to the matrigel and then incubated for 1 hour at 37°C in 5% CO_2_ to digest the matrigel. Spheres were washed in PBS and centrifuged at 1200rpm for 5 min. Total RNA for pelleted spheres was isolated and purified using TRIzol. Two micrograms of total RNA from mSGc grown in culture or spheres was reverse transcribed using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA) according to the manufacturer’s instructions. Quantitative real-time RT-PCR was performed on a CFX96 Touch Real-Time PCR machine using iQ SYBR Green Supermix (Bio-Rad). All quantitative real-time RT-PCR assays were performed in triplicate in at least three independent experiments. Relative expression values of each target gene were normalized to hypoxanthine guanine phosphoribosyltransferase (Hprt) expression. A list of the primers is provided in S3 Table.

### Intracellular calcium measurements

Relative intracellular-free Calcium (Ca^2+^) concentration was visualized in spheres grown on matrigel as described above. Cultured spheres were preloaded with 5μM Fluo-2AM (Teflabs, Austin, TX), a Ca^2+^ sensitive fluorescent dye, for 60 min. at 37°C and washed with PBS. Calcium release was measured using a Zeiss Axio Observer Z1 (Zeiss, Oberkochen, Germany) upon stimulation with 100μM carbachol (Sigma, St. Louis, MO) or 100μM ATP at room temperature. Fluo-2AM fluorescence images were captured in 10 second intervals for 10 min. using a Zeiss Axio Cam MrM camera (Zeiss, Oberkochen, Germany) and plotted using average pixel intensity values.

### RNA sequencing analysis

Isolated RNA samples were sequenced to high depth using an Illumina HiSeq platform. Sequence reads were mapped to the reference genome sequence of *Mus musculus* (mm9 build) using Tophat2[18] and transcript read counts were calculated as transcripts per million (TPM). All analyses were performed as previously described[19]. Figures were made using R v3.2.3. The heatmap program from the NMF[20] v0.23.3 R-package was used to generate all heatmaps. Counts data from the Mouse ENCODE dataset were imported and normalized as one matrix as previously described[19]. The NIH3T3 fibroblast data (https://www.encodeproject.org/experiments/ENCSR000CLW/)), and the mouse B lymphocyte, A20 data (https://www.encodeproject.org/experiments/ENCSR000CLV/) were imported with the Immortalized Mouse Oral Keratinocytes (IMOK) dataset, and combined with the counts from the mSGc dataset. The resulting matrix was normalized as one dataset and analyzed for differential gene expression using DESeq2[21] v1.12.4 R-package. Heatmaps of genes enriched in mSGc compared to the NIH3T3, A20 and IMOK cells are based on pairwise Pearson correlation of expression data with average linkage as distance measure. The correlation plot showing hierarchical clustering of mSGc and mouse tissues was generated using average linkage as distance measure on the TPM values of the top 1500 genes with the highest median absolute deviation. The heatmap showing the common genes expressed in mSGc, salivary gland, and pancreas was generated by performing pairwise Pearson Correlation with complete linkage on the log2 transformed TPM (log2(TPM+1)) values of adult mouse salivary gland gene signature (S2 Table). The resulting matrices were reordered by hierarchical clustering, after which they were transformed row-wise to report Z-scores of each gene across samples for heat-map visualization purposes.

### Statistical analysis

Results are reported as mean±S.E. (Standard Error) or mean±S.D. (Standard Deviation) of results from three or more independent experiments. Statistical comparisons were performed using unpaired two-sided Student’s *t*-test with unequal variance assumption.

## Results

### Generation of a spontaneously immortalized mouse salivary gland epithelial cell line

To generate a SG cell culture model system, cell suspensions obtained from submandibular salivary glands from 12 weeks old male C57BL/6 mice were propagated on non-coated plastic tissue culture flasks in a well-defined serum free cell culture medium[6]. After 2–3 days of growth in culture, we observed the appearance of distinct clusters of small cell aggregates, which continued their growth over the next 7–10 days and gave rise to dense clusters of 10–30 epithelial cells. The clusters, when passaged over time, lost their aggregate phenotype and gave rise to a monolayer of adherent cells with tell-tale epithelial features. We have successfully grown and maintained this mouse submandibular salivary gland derived spontaneously immortalized cell line (hereafter refer to as mSGc) as monolayers for over ~100 passages. To confirm the identity and authenticate the mSGc, short tandem repeat (STR) DNA profiling analysis and karyotyping were performed, which confirmed that the mSGc were of C57BL/6 mouse origin with no human contamination as evident from lack of human STR markers (S1 Fig). Karyotyping of early passage mSGc revealed the mouse cell line to be male and contain cell populations that have a modal chromosome number of 42 and some abnormalities to chromosomes 8 and Y (S2 Fig).

To determine optimum growth conditions, we grew monolayers of mSGc in two separate cell culture medium; serum-free media (SFM)[6] or serum-containing media (SCM)[22]. Early and late passage mSGc were seeded in respective media at low density and a time-course evaluation of the colony forming ability of single mSGc was performed by counting the total number of cells per colony (Fig 1A and 1B). We found that regardless of passage number or growth media, mSGc formed colonies consisting of approximately 50 cells by day 3, which grew to 150 cells over the next 24 hours. By the fifth day in culture there appeared to be slight differences in colony forming capabilities based on the type of growth media. While mSGc grown in SFM averaged over 600 cells/colony, both early and late passage cells grown in SCM consistently gave rise to relatively smaller colonies containing roughly half the number of cells (Fig 1C). There were also slight differences in cell morphology depending on growth conditions—while cells grown in SFM displayed a polygonal morphology, cells grown in SCM appeared larger and more fusiform in appearance (Fig 1A and 1B). In addition to measuring colony forming capabilities, we investigated the ability of mSGc to generate progenies by performing clonogenic assays which revealed no differences in clonogenic capabilities based on passage number or growth conditions (Fig 1D and 1E).

**Fig 1:**
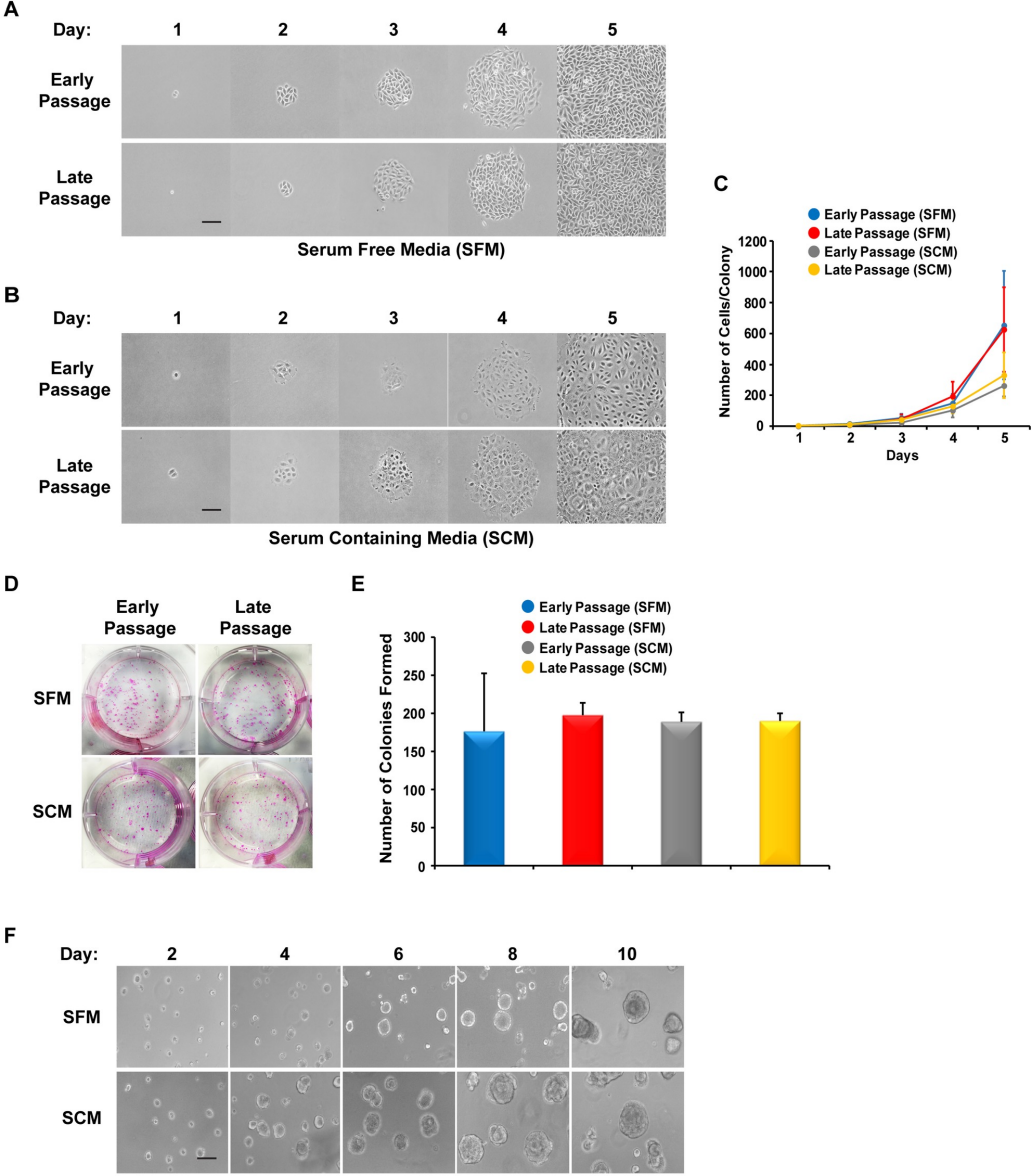
Growth analysis and 3D-spheroid formation of a spontaneously immortalized mouse salivary gland epithelial cell line (mSGc). (A-B) Early (~P20) and late passage (~P70) mSGc were seeded in serum free media (SFM) or serum containing media (SCM) as indicated, and a single-cell colony forming assay was performed. Within 5 days, large colonies were clearly visible in all cell and media conditions tested. (C) Quantification of colony forming assay performed in panel A and B. Data are represented as mean ± Standard Deviation (S.D.), *n = 5*. (D) mSGc stained with Rhodamine B revealed no differences in clonogenic potential. (E) Quantification of clonogenic results obtained in panel D above. Data are represented as mean ± Standard Deviation (S.D.), *n = 4*. (F) Late passage mSGc grown on matrigel organize into 3D-spheroid structures. Scale bar, 100μm.

In parallel, we also evaluated the ability of mSGc to organize into three-dimensional (3D) spheroid structures[23]. Early and late passage mSGc were plated on a 3D matrix of matrigel and supplemented with either SFM or SCM. Within 10 days, seeded cells were capable of forming 3D sphere-like structures with well-formed lumens (Figs 1F and 2A, lower panel). To further evaluate the properties of the mSGc we tested whether cells that formed 3D spheroids, were capable of reverting and growing in their original monolayer state. Interestingly, we found that upon dispersion of 3D spheroids into single cell suspensions, mSGc were capable of growing as monolayers. Taken together, our results demonstrate that mSGc are capable of long-term expansion while maintaining their colony forming and clonogenic capabilities. Furthermore, these cells are able to organize into 3D-spheroid structures when grown in matrigel. Given the lack of any noticeable differences due to cell passage number or media conditions, all subsequent experiments were performed using mSGc maintained in SFM.

**Fig 2:**
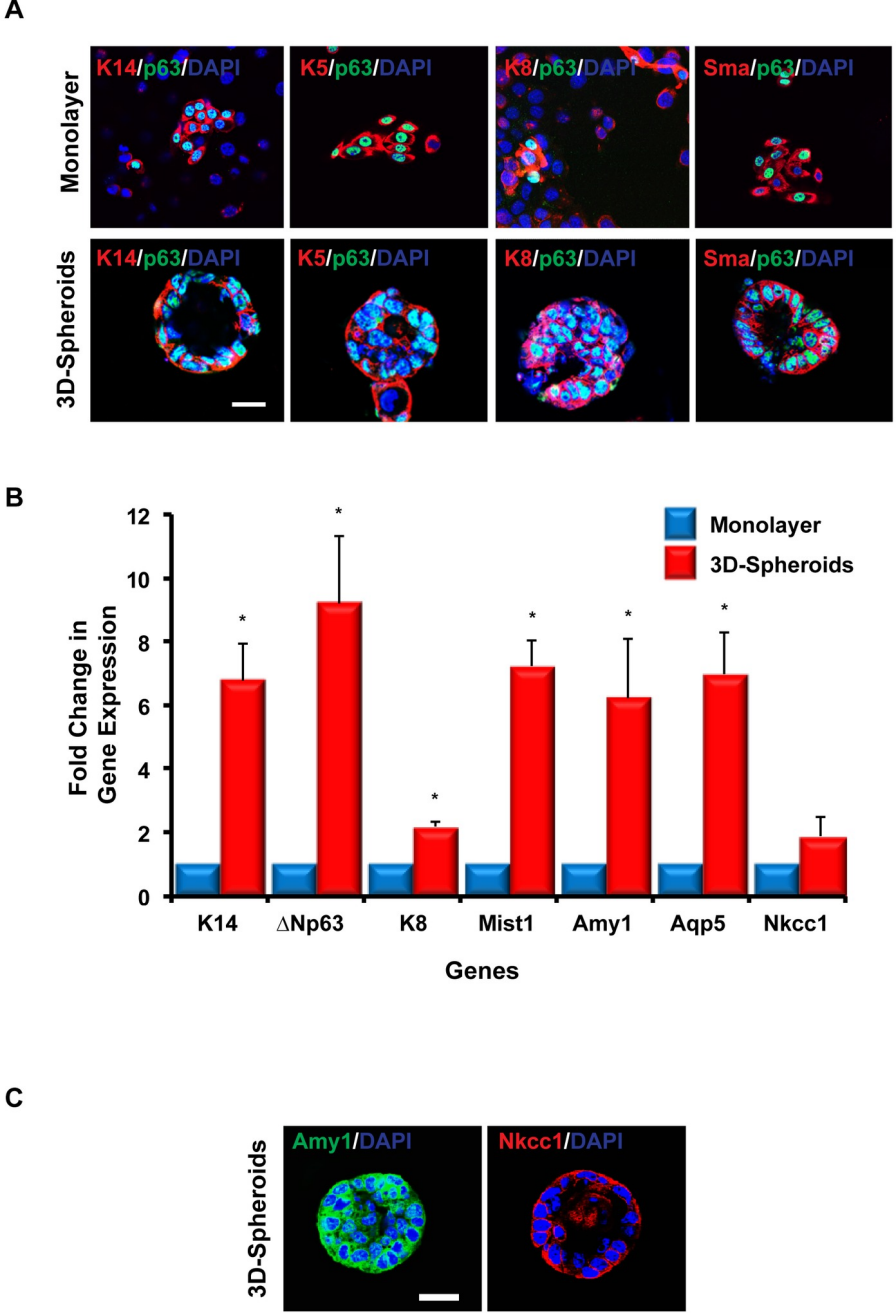
3D-spheroids express salivary gland epithelial markers. (A) Immunofluorescence staining of a sub-set of salivary gland cell markers in mSGc grown as monolayers (upper panel) and 10 day 3D-spheroids (lower panel). Scale bar 18.75 μm. (B) Quantitative RT-PCR analysis demonstrating the mRNA expression levels of a panel of salivary gland cell markers in 3D-spheroids grown for 10 days as compared to mSGc grown as monolayers. C) Immunofluorescence staining of acinar cell markers in 3D-spheroids grown for 10 days. Values were normalized to the housekeeping gene Hprt. Data are represented as the mean ±S.E. of three independent experiments. *P<0.005, Student’s *t*-test.

### Mouse salivary gland epithelial cells express various salivary gland cell markers

Having established an immortalized mouse salivary gland cell line and demonstrated the ability of these cells to form 3D-spheroid structures when grown in matrigel, we next sought to confirm the expression status of a panel of well-established salivary gland epithelial markers in mSGc grown as both monolayers and 3D-spheroids. Keratin 5 (K5) and K14 are epithelial cell markers that are typically expressed in both the basal cells of the ducts and the myoepithelial cells of the adult salivary gland[24–26]. Immunofluorescence analysis of K5 and K14 expression revealed robust expression of these keratins in mSGc grown as both monolayers and 3D-spheroids (Fig 2A). We also observed robust protein expression levels of the transcription factor ΔNp63 (p63), which has been shown to be highly expressed in the basal and myoepithelial cells of the salivary gland and critical for proper gland morphogenesis[27, 28], in monolayers and 3D-spheroids (Fig 2A). Keratin 8 (K8), a cytoskeletal component of the ductal cells of the salivary gland[29], was similarly expressed (Fig 2A). Interestingly, we found that both monolayers and 3D-spheroids expressed the myoepithelial cell marker alpha-smooth muscle actin (Sma) (Fig 2A)[26]. Given the observed heterogeneity of the mSGc (Fig 2A, upper panel), we next sought to better quantify the various basal, ductal, and myoepithelial enriched cell sub-populations. Interestingly, we found that approximately 45% of mSGc expressed basal cell markers (K5/14, p63), ~ 30% expressed ductal markers (K8), and ~ 48% expressed myoepithelial cell markers (K5/14, p63, Sma), further highlighting the broadly diverse cellular make-up of the mSGc, similar to the submandibular gland (S3 Fig). In parallel, using quantitative real-time polymerase chain reaction (qRT-PCR) we evaluated the expression levels of several acinar cell markers. Indeed, in addition to confirming robust mRNA expression levels of K14, ΔNp63, and K8, we found elevated mRNA expression levels of the acinar cell markers alpha amylase 1 (Amy1), aquaporin 5 (Aqp5), the transcription factor Mist1 and modest changes in expression levels of the Na^+^/K^+^/2Cl^-^ co-transporter (Nkcc1), in 3D-spheroids when compared to control mSGc grown on monolayers (Fig 2B)[22, 30]. We further confirmed protein expression levels of the acinar cell markers Amy1 and Nkcc1 in our 3D-spheroids (Fig 2C). Taken together our immunostaining and qRT-PCR data suggests that mSGc grown as monolayers and 3D-spheroids express a panel of salivary gland specific epithelial markers.

### Agonist induced responses in mSGc 3D-spheroids

The production and secretion of saliva by acinar cells of the salivary gland is a calcium (Ca^2+^) dependent process with elevated intracellular Ca^2+^ levels acting as the primary secretory signal. To determine if mSGc exhibited functional characteristics of acinar cells, we examined the ability of mSGc to respond to stimulation by various agonists by measuring changes in intracellular Ca^2+^ release. As shown in Fig 3A, when mSGc 3D-spheroids were stimulated with the muscarinic cholinergic agonist carbachol (Cch), intracellular Ca^2+^ concentrations increased immediately with a peak occurring after approximately 10 seconds. Interestingly, stimulation with the P2 nucleotide receptor agonist ATP showed similar results (Fig 3B). Taken together these data suggests that mSGc, when grown in 3D-spheroids, can response to physiological stimuli and in a characteristic fashion perform secretory cell functions.

**Fig 3:**
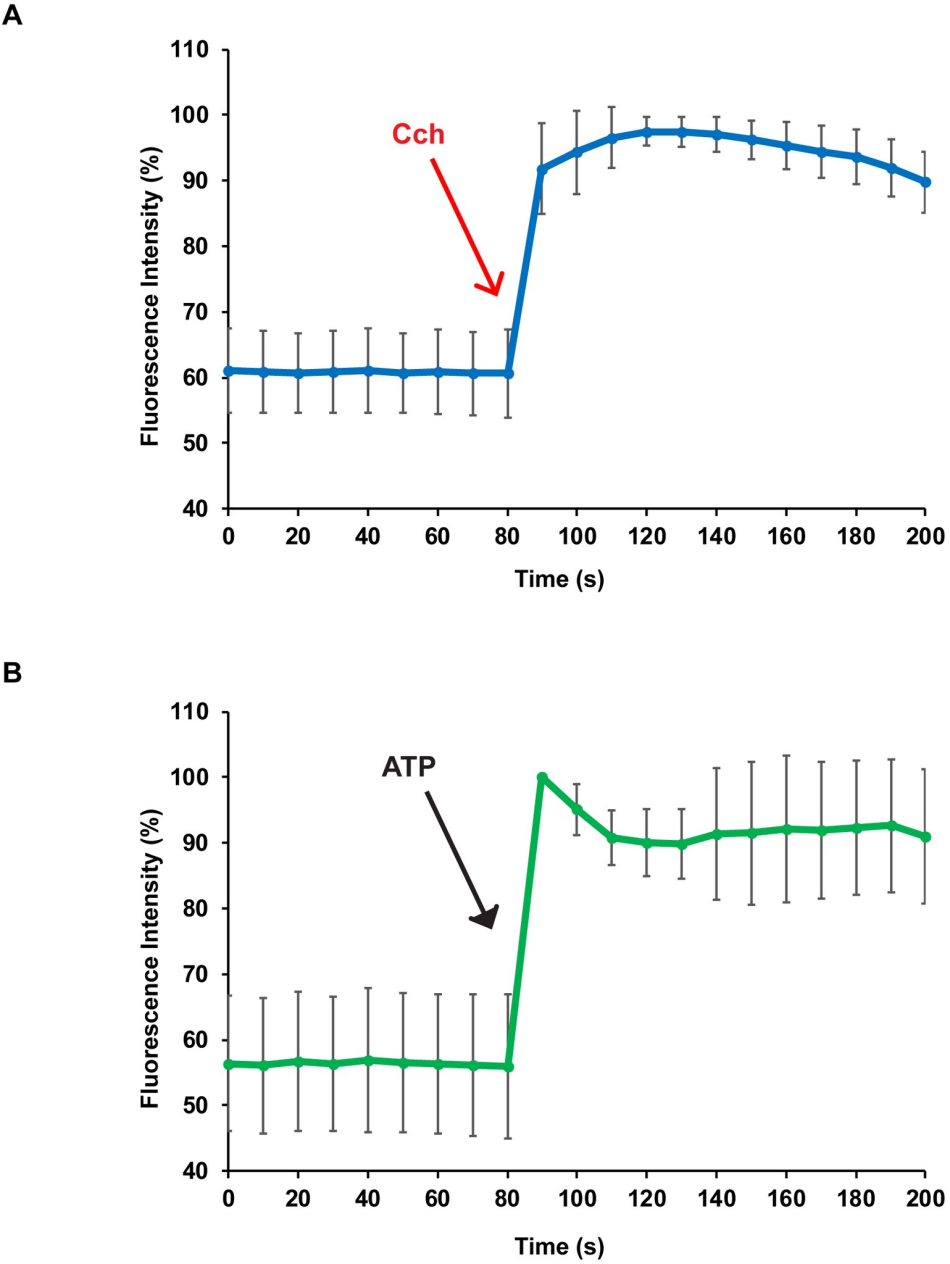
Agonist-stimulated intracellular calcium response in mSGc grown in 3D-spheroids. 3D-spheroids were stimulated with 100μM of carbachol (Cch) (A) or 100μM ATP (B) and changes in the Fluo-2AM fluorescence intensity were recorded. *n = 13* in panel A, *n = 7* in panel B. P<0.005 for both experiments, Student’s *t*-test.

### Defining the transcriptome of mSGc by RNA-sequencing

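RNA from mSGc monolayers, a spontaneously immortalized line from the submandibular gland of an adult male mouse, was sequenced as 6 libraries, with 1 library each for P2, P4, P10 and P25 in SFM and for P10 and P25 in SCM. The deposited labels name the media after progenitor and differentiating cells, and these names were taken as SFM and SCM because P2 and P4 are reported in SFM only. SFM contains dexamethasone and no serum, and SCM contains serum, retinoic acid, hydrocortisone and triiodothyronine. No condition has a second library, so a difference between 2 of these libraries has no replicate check of its own. The authors aligned the reads to mm9 with Tophat2 and deposited the number of reads counted on each of 23366 gene entries, without normalization. Counted reads numbered 10879981 at P2, 17089965 at P4, 8891878 at P10 in SFM, 13186820 at P10 in SCM, 15438288 at P25 in SFM and 6237884 at P25 in SCM. Between 11278 and 12148 genes reached a level of 1 TPM in a library, and the 10 most abundant genes held 5.08% to 6.52% of its counts. TPM was computed from the counts and the gene lengths in the deposited tables. A level of 3 counts, which is the limit that a count of 0 allows, corresponds to 0.176 CPM in the deepest mSGc library (P4) and 0.481 in the shallowest (P25 in SCM), and this limit covers counting error only. Differences were tested with edgeR's quasi-likelihood test after TMM normalization and its default filter on low counts, with Benjamini-Hochberg adjustment over the genes tested. The choice of test, the filter on low counts and the libraries included each changed the number of differentially expressed genes in at least 1 comparison.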

To examine the global transcriptome of mSGc, we performed RNA-sequencing (RNA-seq) on cells that were grown in SFM and SCM conditions and at different passages (P2, P4, P10 and P25). In addition, the transcriptomic profile of the mSGc was also compared to similar data-sets based on RNA-seq results from cell lines of different developmental origin: NIH3T3 (fibroblasts), A20 (B lymphocytes) and Immortalized Mouse Oral Keratinocytes (IMOK) cells[31]. 

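IMOK, a keratinocyte line from mouse oral epithelium, was sequenced as 3 libraries that the deposited labels number as replicates, with 18444963 reads counted on genes in replicate 1, 18073866 in replicate 2 and 16848411 in replicate 3. The counts were made by the authors in the same way as those of mSGc and list the same genes, so both tables were joined without any rescaling. The NIH3T3 and A20 libraries were not analysed here. The labels name a separate medium for IMOK, whose composition the paper's text does not give, so cell line, medium and experiment change together in each comparison of mSGc with IMOK. Before the IMOK libraries were used as replicates, their counts were compared pair by pair with a chi-square test over genes. The chi-square value per degree of freedom was 22.5 for replicates 2 and 3, 159 for replicates 1 and 2 and 190 for replicates 1 and 3, against 39.9 for the closest pair of mSGc libraries (P25 in SFM and in SCM). All pairs therefore differed by more than the sampling noise, and no libraries were merged. Replicate 1 stood apart from the other replicates, with the larger chi-square values.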

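Similarity between libraries was measured by Pearson's r of log2(TPM + 1) across the 13306 genes with at least 10 counts in at least 2 of the 9 libraries. These correlations run across genes, which are not independent replicates, so they describe the libraries and carry no p-value. Among the 15 pairs of mSGc libraries r ranged from 0.922 (P2 in SFM with P25 in SCM) to 0.975 (P25 in SFM with P25 in SCM), with a median of 0.949. Among the 18 pairs of an mSGc with an IMOK library r ranged from 0.868 to 0.919, with a median of 0.887, and 0 of them exceeded the lowest value within mSGc. The 3 pairs of IMOK libraries gave 0.991 for replicates 2 and 3, 0.930 for replicates 1 and 2 and 0.916 for replicates 1 and 3, and the last of these lay below the highest value between the lines. The difference between the median within mSGc and the median between the lines was 0.0619, and it was 0.134 over the 1500 genes with the highest median absolute deviation of TPM, the setting that moved it most. In a principal component analysis of the 500 most variable genes over the 9 libraries, the first component held 55.8% of the variance, with scores from 17.1 to 27.0 for mSGc and from -45.8 to -42.5 for IMOK. The second component held 21.0% and ran within mSGc from -27.1 (P2) to 28.2 (P25 in SFM), and within IMOK from -27.3 (replicate 1) to 12.2 (replicate 3).

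**Figure D1:**
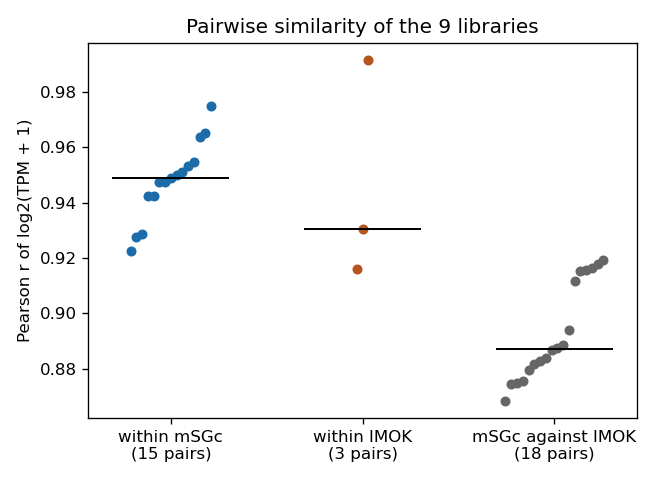
Pearson's r of log2(TPM + 1) for each pair of the 9 libraries (y axis), by kind of pair (x axis). Each point is 1 pair and the horizontal line is the median. The 15 pairs within mSGc (0.922 to 0.975) lie above the 18 pairs of mSGc with IMOK (0.868 to 0.919).

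Across all 6 mSGc libraries, 1918 of 12885 genes tested differed from IMOK at an adjusted p under 0.05, 848 higher and 1070 lower in mSGc. *Tlx1* (chromosome 19, 45225205 to 45231433 of mm9) had 33.4 to 49.3 TPM in the mSGc libraries and no counts in IMOK, which makes it at least 213-fold higher in mSGc. *Hmx1* (chromosome 5, 35731766 to 35735521) was at 9.34 to 26.9 TPM in IMOK and had no counts in mSGc, at least 30.3-fold lower. *Gm5779* (chromosome 10, 74814800 to 74815706), whose gene model may share reads with a similar copy, was at least 151-fold lower in mSGc. DESeq2 called 2900 genes in the same comparison. Without IMOK replicate 2 the number fell to 738, and without IMOK replicate 3 to 943. Within mSGc, passage and medium were fitted together, with 3 residual degrees of freedom. The mSGc libraries are passages of 1 line and not independent cultures. The p-values here, and those of all mSGc against IMOK, therefore do not measure a spread between independent cultures. Per doubling of the passage number 6 genes rose and 55 fell at an adjusted p under 0.05, out of 12451 tested, while 1648 had an unadjusted p under 0.05. The largest falls included *Fstl1* (log2 change per doubling -2.73, standard error 0.17, adjusted p = 0.00700 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which went from 89.1 TPM at P2 to 0.0652 at P25 in SFM, along with *Sftpd*, *Lce1h*, *Cytip* and *Wfdc18*. The largest rises were those of *Tbx2* (0.796 TPM at P2 and 15.6 at P25 in SFM), *Prkg2*, *Slc27a3* and *Rapgefl1*. *Tbx2*, *Slc27a3* and *Rapgefl1* were above their P2 level in both P25 libraries. *Prkg2*, at 15.5 TPM at P2, was at 125 at P25 in SFM but at 13.9 at P25 in SCM. *Cytip* and *Wfdc18* were higher at P10 in SCM (61.7 and 2337 TPM) than at P2 (54.0 and 1606). For these 3 genes the fitted trend thus depends on the medium term. No gene passed the threshold when the P2 library or the P25 library in SFM was left out (697 and 957 genes at an unadjusted p under 0.05). Without P4 in SFM 2 genes passed, and without P10 in SFM 329 did. Between media 3 genes were higher in SCM and 0 were lower, with 1018 genes at an unadjusted p under 0.05. *Gabrp* had a log2 fold change of 7.05 (standard error 0.49, adjusted p = 0.0213 from the same test) and *Efnb2* one of 3.09 (standard error 0.25, adjusted p = 0.0231). The third, *Fmo2*, falls outside the rule by which genes were named and was named after its values were seen. At P10 and P25 *Efnb2* was at 55.5 and 10.5 TPM in SCM against 5.08 and 1.39 in SFM, and *Gabrp* at 137 and 11.7 against 0.530 and 0.215. At P2 in SFM, however, *Efnb2* was at 53.7 TPM and *Gabrp* at 9.62. The media are therefore clearly apart at equal passage only, and the fitted sizes rest on the passage trend of the joint fit. With P10 and P25 only and passage as a block, 90 genes were higher and 33 lower in SCM. DESeq2 called 272 genes between media, 194 higher and 78 lower, so the absence of lower genes depends on the fit. In the joint fit 0 were called without P2, without P4 or without P25 in SFM (772, 762 and 744 at an unadjusted p under 0.05) and 58 without P10 in SFM.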

The close similarity of the various mSGc was quite apparent from Principal Component Analysis (PCA) as the various cell lines segregated well based on their mRNA expression profiles, as would be expected from their distinct provenance (S4 Fig). We next performed cluster analysis to identify differential gene expression patterns in mSGc, as compared to NIH3T3, A20, and IMOK cells. We specifically focused our analysis on the P10 mSGc RNA-seq dataset to make valid comparisons with IMOK cells that were analyzed at the same passage number. Indeed, we identified ~460 genes that were selectively enriched in mSGc (S1 Table) (Fig 4A). 

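The P10 libraries in SFM and SCM were taken together as a group of 2, which differ in medium, and compared with the 3 IMOK libraries. The deposited labels call the passage of IMOK early and that of P10 mSGc mid, unlike the paper's statement on passage number, and the passage of IMOK was not used. Of 13018 genes tested, 547 differed at an adjusted p under 0.05, 304 higher and 243 lower in P10 mSGc, and 3244 had an unadjusted p under 0.05. DESeq2 called 2231 genes, among them all 547. The balance of directions depended on the method, with 198 higher and 215 lower without TMM factors and 259 higher and 140 lower with voom. The number depended on single IMOK libraries, with 3416 genes called without replicate 1, 36 without replicate 2 and 69 without replicate 3. Among genes chosen by the rule for naming genes, the largest increases were those of *Uty*, *Kdm5d* and *Ddx3y* on chromosome Y, *Gria3* on chromosome X and *Fam5c* on chromosome 1. IMOK lies at or under 3 counts for each of these, so the changes are lower bounds. *Ddx3y* (597158 to 623056) was at 68.9 ± 5.48 TPM (SD, n = 2) in P10 mSGc, at least 854-fold higher than in IMOK. *Uty* (433587 to 582181) was at least 427-fold higher, *Kdm5d* (234231 to 280254) at least 422-fold, *Gria3* (38754481 to 39031778) at least 205-fold and *Fam5c* (148342796 to 148749602) at least 199-fold higher. The chromosome Y genes have similar copies on chromosome X, and the counting could have split reads between them. The largest decreases included those of *Cldn6* (chromosome 17, 23816332 to 23819414), at 513 ± 59.6 TPM (SD, n = 3) in IMOK and at least 1185-fold lower in P10 mSGc, *Xist* (chromosome X, 100655712 to 100678572), at least 3353-fold lower, *Tbx1* (chromosome 16), at least 103-fold lower, and *Gxylt2* (chromosome 6), at least 83.0-fold lower. In the 3 fits without 1 IMOK library these genes stayed past the threshold, except *Gxylt2* without replicate 2 or 3.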

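S1 Table lists 458 genes, and each of them was found in the deposited counts. The paper chose these genes partly on the libraries used here, together with NIH3T3 and A20, so their behaviour against IMOK is not independent evidence. Of the 447 listed genes that could be tested, 446 had a higher mean in P10 mSGc than in IMOK. At an adjusted p under 0.05 over all genes tested, 129 were higher and 0 lower, and 337 were higher when the p-values were adjusted over the list alone. The median log2 fold change of the list was 1.99, also when the 25 genes at or under 3 counts in every IMOK library were set to their lower bounds. limma's camera test, with a preset correlation of 0.01 between genes, gave p = 1.59e-72 for the list against the other genes. The list also stood apart under an estimated correlation (p = 0.00556) and under limma's fry test (p = 0.00101). With DESeq2, the tool the paper names, 309 listed genes were called. The number called was 360 without IMOK replicate 1, 9 without replicate 2 and 21 without replicate 3, while the median log2 fold change stayed between 1.80 and 2.37 in these fits. With all 6 mSGc libraries 263 listed genes were called.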

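The epithelial genes *Krt17*, *Trp63* (whose counts do not separate the ΔN form), *Sfn*, *Krt14*, *Krt5*, *Anxa8*, *Itgb6* and *Cdh3* were detected in every library of both lines. Their levels ran from 7.83 to 9386 TPM in mSGc and from 4.79 to 5150 TPM in IMOK, which is itself a keratinocyte line. Compared with IMOK, 6 of the 8 genes had a positive log2 fold change in P10 mSGc. *Cdh3* (chromosome 8, 109034791 to 109080808 of mm9) was at 332 ± 59.4 TPM (SD, n = 2) in P10 mSGc and 184 ± 36.6 TPM (SD, n = 3) in IMOK, with a log2 fold change of 1.03 (standard error 0.22) and an adjusted p of 0.0627 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes on chromosome 8 were higher in P10 mSGc as a group, by a median of 0.36 on the log2 scale. *Itgb6* (chromosome 2, 60436349 to 60560660) was at 10.3 ± 3.43 TPM against 5.64 ± 1.44 in IMOK, a log2 fold change of 1.04 with an adjusted p of 0.111 from edgeR's test. *Krt14* (chromosome 11, 100064476 to 100068824) was at 5315 ± 831 TPM against 3245 ± 83.5, a log2 fold change of 0.87 with an adjusted p of 0.121 from edgeR's test. For these 3 genes both P10 libraries lay above every IMOK library, which chance gives in this direction for 10% of genes with 2 libraries against 3. They are also the members of the panel that S1 Table lists, a choice the paper made partly on these libraries. *Krt5* and *Anxa8* had log2 fold changes of 0.70 and 0.53 with overlapping libraries. *Krt17* (log2 fold change 0.034, standard error 0.34), *Trp63* (-0.20, standard error 0.33) and *Sfn* (-0.27, standard error 0.39) could not be distinguished from IMOK. At an adjusted p under 0.05 over all genes, 0 of the 8 were called in either direction (3 at an unadjusted p under 0.05), and 3 were called when adjusted over the panel alone. DESeq2 called *Krt14*, *Itgb6* and *Cdh3*, as did the comparison of all 6 mSGc libraries with IMOK, and without IMOK replicate 1 the called genes were *Anxa8*, *Itgb6* and *Cdh3*.

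**Figure D2:**
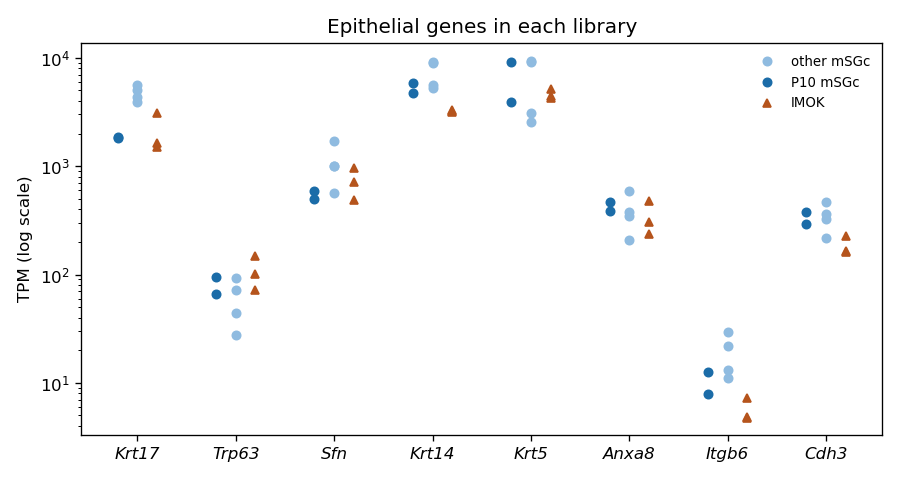
TPM on a log axis (y) of the 8 epithelial genes (x) in each library. Dark circles are the 2 P10 mSGc libraries, light circles the other 4 mSGc libraries and triangles the 3 IMOK libraries. The P10 mSGc and IMOK points of *Krt14*, *Itgb6* and *Cdh3* do not overlap, while those of *Krt5*, *Trp63*, *Sfn*, *Krt17* and *Anxa8* do.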

Interestingly our analysis confirmed the epithelial nature of the mSGc as we observed selective enrichment of a panel of epithelial specific genes including *Krt17*, *ΔNp63*, *Sfn*, *Krt14*, *Krt5*, *Anxa8*, *Itgb6*, and *Cdh3*. Conversely, we did not see enrichment of mesenchymal specific genes including *Mmp2*, *Twist2*, *Aspn*, *Lama2*, *Ddr2*, *Col3a1*, *Col5a2*, or B lymphocyte specific genes *Pax5*, *Cd22*, *Cd19*, *Cd40* in mSGc (S5 Fig)[32–45]. Moreover, ClueGo analysis of the ~460 mSGc-specific genes showed pathway enrichment for salivary gland development and branching morphogenesis and a number of broad biological processes related to calcium and cAMP signaling, axonogenesis and smooth muscle contraction, all of which have been shown to be required for proper salivary gland function (Fig 4B and 4C)[46–50].

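In the 6 mSGc libraries the mesenchymal genes *Mmp2*, *Twist2*, *Aspn*, *Lama2*, *Ddr2*, *Col3a1* and *Col5a2* lay between 0 and 7.08 TPM, and 0 of the 7 reached 1 TPM in all 6 libraries. In IMOK they lay between 0 and 18.2 TPM. The highest mSGc level was that of *Col5a2* (chromosome 1, 45431176 to 45560127 of mm9), which fell from 7.08 TPM at P2 to 0.0889 at P25 in SFM. *Mmp2* (chromosome 8, 95351227 to 95377319) was at 7.02 TPM at P2 and 0.696 at P25 in SFM. Of the 5 genes with enough counts to test against IMOK at P10, 0 were called in either direction (1 at an unadjusted p under 0.05), with adjusted p-values from 0.130 to 0.900 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Twist2* had no counts in P10 mSGc and was at least 5.62-fold lower than in IMOK, although 1 IMOK library (replicate 1, 0.358 TPM) lay far under the others. *Col5a2* was higher in both P10 libraries (2.70 and 1.77 TPM) than in IMOK (0.0701 to 0.993 TPM), with an adjusted p of 0.204 from the same test. The low levels of this panel do not hold for all mesenchymal genes. *Postn* was at 237 and 168 TPM in the P10 libraries and at most 31.3 in IMOK. *Vim* was at 132 to 532 TPM in mSGc and 136 to 456 in IMOK (both named after their values were seen). In a wider mesenchymal list, 7 of 21 genes tested had a positive log2 fold change in P10 mSGc against IMOK. The B lymphocyte genes *Pax5*, *Cd22* and *Cd40* stayed at or below 1.27 TPM in mSGc and 2.30 TPM in IMOK and had too few counts to test. *Pax5* had no counts in any mSGc library. The fibroblast and B lymphocyte lines were not analysed here. From the enrichment of the epithelial genes, the paper concludes that mSGc are epithelial in nature.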

**Fig 4:**
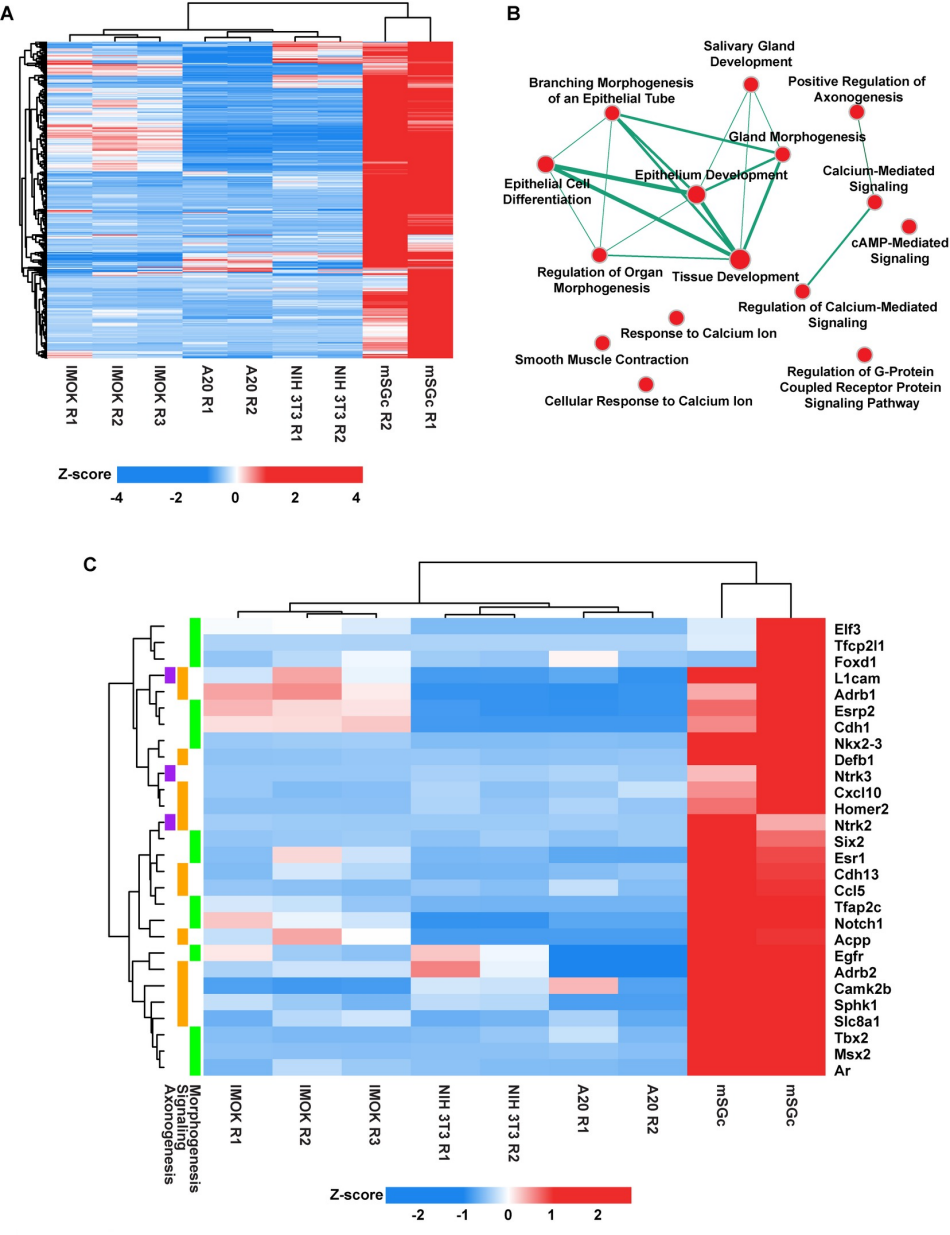
Enriched biological process networks in mSGc. (A) Heatmap visualization of genes selectively enriched in mSGc compared to A20, NIH3T3 and IMOK cells. (B) Network visualization of top enriched biological processes in mSGc as identified in panel A. Subnetworks were assembled on CytoScape[51] using Enrichment Map package[52]. Node sizes (red circles) represent the number of genes assigned to a biological process and edge width (green line) is proportional to the number of overlapping genes between two nodes. (C) Hierarchical cluster analysis of select enriched genes identified in panel A and which play a role in various biological processes as indicated by colored boxes (left panel).

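The 28 genes of Fig 4C are all in S1 Table, and each had a higher mean in P10 mSGc than in IMOK. The smallest log2 fold change was 0.48 (*Adrb1*). The largest fitted one, 10.19 (*Ntrk3*), rests on IMOK libraries at or under 3 counts, so its size is known only as a lower bound. The genes *Tfcp2l1*, *Tbx2*, *Msx2*, *Slc8a1*, *Six2*, *Nkx2-3*, *Notch1*, *Ntrk3*, *Homer2*, *Defb1* and *Cdh13*, 11 of the 28, were called at an adjusted p under 0.05 over all genes tested, and 23 were called when adjusted over the list alone. *Msx2* (chromosome 13, 53562250 to 53568149 of mm9) was at 24.4 ± 1.54 TPM (SD, n = 2) in P10 mSGc and at or under 3 counts in IMOK, at least 141-fold higher. *Ntrk3* (chromosome 7, 85337000 to 85722724) was at least 162-fold higher. *Nkx2-3* (chromosome 19, 43686815 to 43690382) was at 53.1 ± 14.9 TPM against 3.81 ± 1.32 TPM (SD, n = 3), with a log2 fold change of 3.98 (standard error 0.32, adjusted p = 0.00914 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Notch1* (chromosome 2, 26313422 to 26359342) was at 99.2 ± 8.41 TPM against 34.8 ± 6.91 TPM, with a log2 fold change of 1.70 (standard error 0.22, adjusted p = 0.0247 from the same test). The P10 libraries of some genes lay far apart. *Tfcp2l1* was at 34.3 TPM in SFM and 484 in SCM, and *Elf3* at 15.0 and 117. DESeq2 called 23 of the 28 genes. Without IMOK replicate 1 the number called was 22, without replicate 2 it was 1 (*Msx2*), and without replicate 3 it was 3 (*Msx2*, *Nkx2-3* and *Homer2*).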

To determine how closely the overall gene expression profile of the mSGc resembled that of the salivary gland, we next compared RNA-seq datasets of mSGc to that of mouse salivary glands generated by our laboratory and several other organs and tissues[19]. Pairwise correlation analysis revealed that the transcriptomic identity of the mSGc was most similar to the salivary gland (Fig 5, green box). We have recently identified an adult mouse salivary gland molecular gene signature of 174 genes that are specifically enriched in this gland[19]. 

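S2 Table lists 75 genes shared by mSGc and the adult salivary gland signature, while the paper's text gives 74. The other signature genes and the tissue libraries were not analysed here, so only the level of the listed genes in mSGc and IMOK can be given. All 75 reached 1 TPM in each of the 6 mSGc libraries, which 81.3% of the genes tested did, and 74 reached 5 TPM in each. The paper listed these genes as shared with mSGc, a choice that rests on its mSGc data, so their detection in mSGc is not independent evidence. Their median level over the mSGc libraries ran from 6.99 TPM (*Galc*) to 1057 TPM (*Rps27l*), with a median over genes of 42.0 TPM. In IMOK 74 of the 75 reached 1 TPM in all 3 libraries, the exception being *Wfdc18* (chromosome 11, 83522506 to 83524862 of mm9), at 5.19 to 2337 TPM in mSGc. The median log2 fold change of the list in P10 mSGc against IMOK was 0.24, with 48 genes higher in the mean and 3 called at an adjusted p under 0.05 (*Stx7*, *Zfp52* and *Fam84b*, named after their values were seen). Without IMOK replicate 1, 13 were called higher and 11 lower, with DESeq2 10 higher and 1 lower, and without replicate 2 or 3 none were called (11 and 13 at an unadjusted p under 0.05). The camera test gave p = 0.0255, a result that did not hold under fry (p = 0.244) or under an estimated correlation (p = 0.565), nor under camera without IMOK replicate 1, where the median was 0.11 and p = 0.428.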

Interestingly, of the 174 genes that made up the adult gene signature, 74 of them showed enrichment in the mSGc (S6 Fig and S2 Table). Taken together, our findings demonstrate that at the broader global transcriptomic level, the mSGc most closely resembles the salivary gland and thus can be utilized for faithful functional studies.

**Fig 5:**
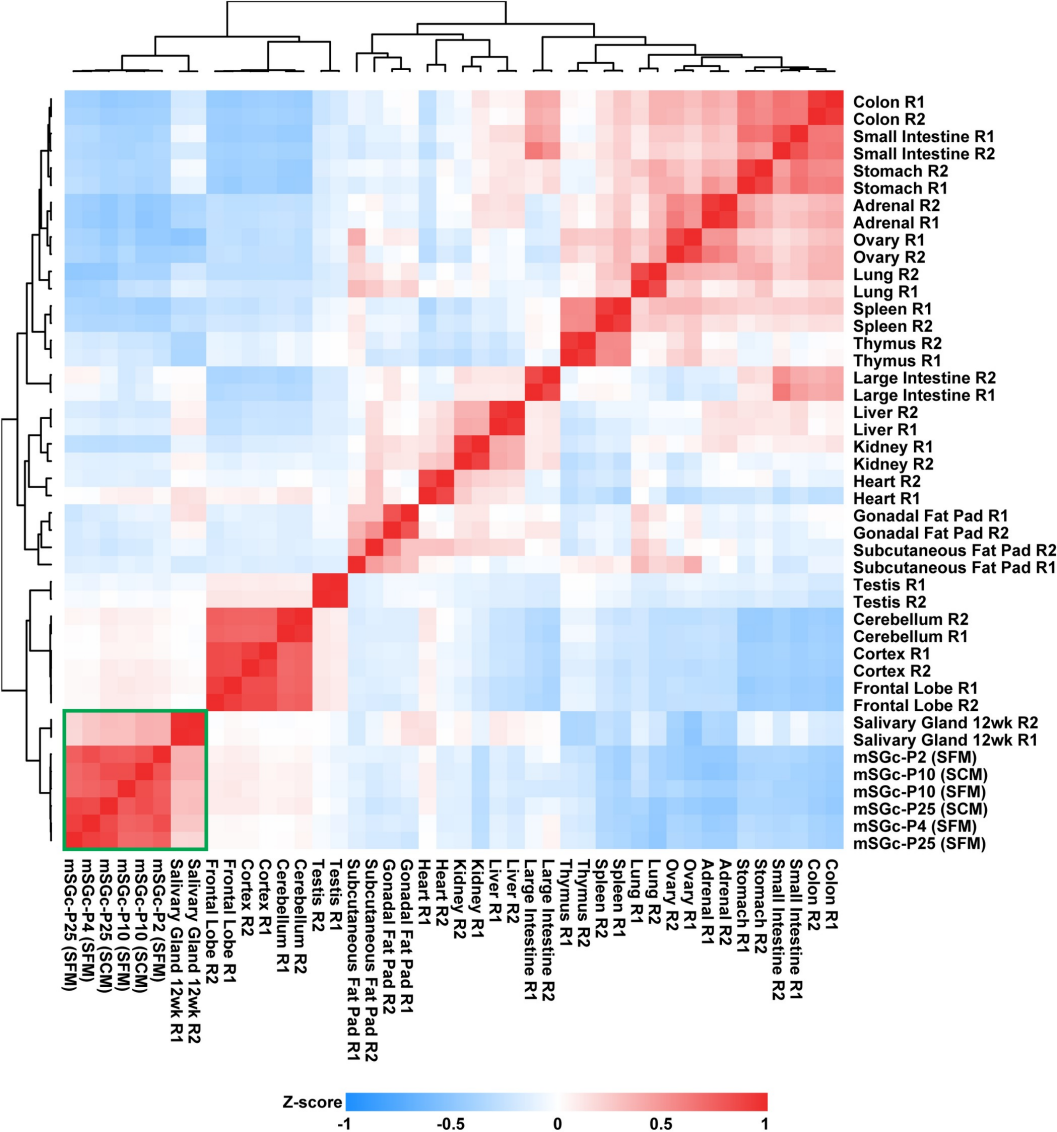
Hierarchical clustering of mSGc and mouse tissues. Transcripts per million (TPM) values from the top 1500 genes with the highest mean absolute deviation were used to cluster mSGc and adult mouse tissues (Pearson Correlation, Average Linkage). The resulting heat map demonstrates that mSGc cluster closely with the mouse salivary gland (green box).

## Discussion

Given the valuable role mouse models have served to better understand normal biological and pathological processes in the salivary gland, the generation of a mouse salivary gland cell line that will complement mouse transgenic and knockout studies, is important. While a recent report described the long-term culture of an immortalized submandibular salivary gland epithelial cell line, no studies evaluating the sphere forming abilities or functional characteristics of these cells were performed[53]. Here we have generated and extensively characterized a spontaneously immortalized salivary gland epithelial cell line established from the adult mouse submandibular gland (mSGc). Our results demonstrate that mSGc can be cultured in various media conditions, and maintained long-term by serial passages without a loss of proliferative, clonogenic, or sphere forming potential.

One interesting feature of the mSGc is that similar to the salivary gland, mSGc grown as monolayers express a number of salivary gland specific markers including basal (K5/K14), ductal (K8), and myoepithelial (Sma) cell markers, suggesting that these cells represent a heterogeneous population. Yet another distinguishing feature of the mSGc is their ability to organize into 3D-spheroid structures when grown in matrigel. Interestingly, we found that 3D-spheroid structures express salivary gland specific markers which show a distinct spatial organization similar to that of the salivary gland. More specifically, we observed expression of K5/K14 and Sma located towards the outer periphery of the lumen enriched spheres highlighting the ability of the mSGc derived spheres to form polarized structures. Moreover, we observed expression of the acinar cell markers Amy1, Mist1, Aqp5 and Nkcc1 which is in good agreement with the observed intracellular Ca^2+^ release upon stimulation with both the muscarinic cholinergic agonist, carbachol (Cch) and the P2 nucleotide receptor agonist, ATP, suggesting secretory function of the 3D-spheroid structures.

While determining the optimal growth conditions for mSGc, we noticed that there were no discernible differences in colony forming, clonogenic or sphere forming capabilities when grown in the presence (SCM) or absence (SFM) of serum. While there are several plausible explanations for the lack of serum-induced effects, we suspect one potential explanation is that our SCM contains relatively low levels of serum (2.5%). These levels are considerably lower than serum levels commonly used to grow and cultivate epithelial cells, which is typically 10%. Furthermore, it should be stressed that both the SFM and SCM utilized for our studies contain the growth factor EGF, which may be sufficient for mSGc survival and growth in our culture conditions. Alternatively, it is possible that the inherent nature of the immortalization process may have forced the cells to adapt to minimal and/or no growth factor requirements. Indeed, the ability of mSGc to be propagated both in the presence or absence of serum is also in good agreement with our findings in which the mSGc and primary salivary gland cells can be maintained in a defined serum free medium. These observations are not unique to the salivary gland cells described in this manuscript, as defined serum free medium is commonly used to grow primary oral and epidermal keratinocytes[54, 55]

Transcriptional profiling of mSGc at different passages and growth conditions and after comparison to other cell lines, revealed specific enrichment of genes associated with salivary gland secretion and calcium signaling, further highlighting the preservation of the tissue specific properties and functions of mSGc. Our findings from hierarchical clustering analysis reveals that mSGc grown in culture and the mouse salivary gland, share a conserved network of crucial genes and pathways and underscores the overall value and usefulness of our newly established immortalized mouse salivary cell line to better study salivary gland biology. With increased focus aimed at developing strategies to regenerate or repair salivary glands using stem/progenitor cells or using SG cells in tissue engineering approaches, there remains a need for a firm understanding of the underlying biological properties of the cell types being employed. Using a variety of molecular and biochemical approaches, we demonstrate that mSGc offer an additional resource to examine molecular and mechanistic aspects important for salivary gland development and salivary gland biology overall, with the long-term goal to treat diseases associated with salivary gland dysfunction.

## Supporting information

S1 Fig STR analysis of mSGc. Analysis demonstrates that mSGc are exclusively of C57BL/6 mouse origin. Moreover, there is no human cell contamination as evidenced by a lack of human STR markers.
(TIF) Click here for additional data file.

S2 Fig Spectral karyotyping of mSGc. Spectral karyotyping (SKY analysis) of metaphases from mSGc. An inverted DAPI image depicting chromosome banding is shown in the upper panel. Lower panel demonstrates SKY karyotype after chromosome classification.
(TIF) Click here for additional data file.

S3 Fig mSGc represent a heterogeneous cellular population. Quantitative RT-PCR analysis demonstrating mRNA levels of various epithelial markers in mSGc grown as monolayers. Values were normalized to the housekeeping gene Hprt. Data are represented as the mean ±S.E. of three independent experiments.
(TIF) Click here for additional data file.

S4 Fig Principal Component Analysis (PCA). Projection plots show the PCA coordinates for each of the mSGc samples, NIH3T3 (fibroblasts), Immortalized Mouse Oral Keratinocytes (IMOK) and A20 (B lymphocytes) cells.
(TIF) Click here for additional data file.

S5 Fig Enrichment of epithelial specific genes in mSGc. A heatmap visualization of epithelial enriched genes in mSGc cells compared to A20, NIH3T3 and IMOK cells.
(TIF) Click here for additional data file.

S6 Fig Preservation of the tissue specific adult mouse salivary gland gene signature in mSGc. Hierarchical clustering of mSGc and mouse tissues using averaged TPM values of the genes that make up the adult mouse salivary gland gene signature.
(TIF) Click here for additional data file.

S1 Table Genes uniquely expressed in mSGc. (XLSX) Click here for additional data file.

S2 Table Common genes between mSGc and the adult mouse salivary gland gene signature. (XLSX) Click here for additional data file.

S3 Table List of primers. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

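Gene expression was measured by RNA-seq in 6 mSGc libraries (P2, P4, P10 and P25 in SFM, P10 and P25 in SCM, 1 library each) and 3 replicate libraries of IMOK. The libraries of NIH3T3, A20 and mouse tissues were not analysed here. The authors aligned the reads to mm9 with Tophat2 and deposited raw counts of reads per gene in 2 tables, whose column layout is that of featureCounts. The annotation, the handling of reads that map to several places and the strandedness are not named in the paper's text, so genes with close copies or overlapping neighbours are uncertain. The authors' gene counts carry no normalization. The tables hold 23366 entries, 27 of which have names turned into dates (at most 0.243% of a library's counts), and 4 entries with a repeated name. Of the gene symbols shared with an mm9 annotation, 21207 in number, 99.8% overlapped the same locus. Each deposited table also gives the gene length, from which TPM was computed. Samples were mapped to conditions from the deposited labels and the paper.

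Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The main test was edgeR's quasi-likelihood test with TMM normalization, the default filterByExpr filter and Benjamini-Hochberg adjustment at 0.05, and every adjusted p-value given for a gene comes from it unless another tool is named. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. The fits were of P10 mSGc against IMOK (2 and 3 libraries, 13018 genes), of all mSGc against IMOK (6 and 3 libraries, 12885 genes), and, within mSGc, of medium and of the log2 passage number in a joint fit (12451 genes). In both fits against IMOK cell line, medium and experiment cannot be separated. All fits treat the mSGc libraries as independent, although they are passages of 1 line. In the joint fit medium and passage are unbalanced, as P2 and P4 have a library in SFM only and P10 and P25 have 1 in each medium. Gene lists and chromosomes were tested with limma's camera (correlation between genes 0.01), with fry and an estimated correlation beside it, and Benjamini-Hochberg adjustment over the 30 tests of 10 lists in 3 comparisons, or over the 20 chromosomes of a comparison. The lists were p53 targets, interferon-stimulated, immediate early and stress, glucocorticoid responsive, retinoic acid responsive, acinar, myoepithelial, squamous, mesenchymal and cell cycle genes, written from general knowledge. A fold against libraries that all lie at or under 3 counts is given as a lower bound.

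The mapping, the designs, the lists and the alternatives were fixed before the data were examined, except the correction for GC content and gene length and, for chromosomes, the estimated correlation, which were added after the data had been seen. The design named fry for chromosomes beside camera, and it was entered as an alternative only afterwards. Genes named are those the paper's RNA-seq results and Fig 4C name, those of its staining and qRT-PCR, 4 chromosome Y genes, *Xist*, *Trp53*, *Cdkn2a*, *Cdkn1a* and *Mdm2*, and for each fit up to 5 genes per direction with the largest change among those with an adjusted p under 0.05, at least 10 TPM in at least 2 libraries and, between lines, no overlap. Some genes that this rule names are not reported here. Alternatives were DESeq2's Wald test with its size factors, library size without TMM factors, no filter, at least 10 counts in every library, a log2 fold change of at least 1, limma's voom, leaving out each library in turn, an untransformed passage number, P10 and P25 only with passage as a block, SFM libraries only, and for library similarity a pseudocount of 0.1, Spearman's rho, no filter and the 1500 most variable genes.

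Shifts of whole chromosomes between single libraries were computed from log2(CPM + 1) of genes with a mean of at least 5 CPM, as the median of a chromosome minus that of the other autosomal genes, for the whole chromosome and for 3 stretches with equal numbers of genes, and set beside 10000 random gene lists matched on mean expression. These have no replicate test. The tests were run on simulated counts drawn from the means and library sizes of these samples, with known changes. The changed genes were drawn from those above a minimum level. Against IMOK their log2 changes were larger than those found for *Krt14*, *Itgb6* and *Cdh3*, and the recovery of smaller changes was not computed. Libraries were drawn independently, so none stood apart as IMOK replicate 1 did. The fits recovered 63.1% of 187 changed genes for P10 mSGc against IMOK, 84.0% of 188 for all mSGc against IMOK, 84.1% of 182 for medium and 92.4% of 184 for passage, none in the wrong direction, and called 6 of 11741, 7 of 11686, 9 of 11277 and 11 of 11276 unchanged genes. Total counts per library ran from 6237884 to 18444963, and 3 counts correspond to between 0.163 and 0.481 CPM. Limits of this kind cover counting error only, since the counts are of reads and not of molecules.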

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

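The gene lists, fits and alternatives used in this part were fixed beforehand, apart from those named above as added later. Which of them bears on a result, and each test of an explanation, was chosen after that result had been seen. The results below differ between P10 mSGc and IMOK, some higher and some lower in mSGc, in genes or gene groups whose RNA the paper's text does not compare between the lines. Tests that use P10 mSGc and IMOK compare 2 libraries with 3, and cell line, medium and experiment change together.

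RNA from chromosome Y separated the lines. In P10 mSGc the mean level was 68.9 TPM for *Ddx3y*, 28.9 TPM for *Kdm5d*, 30.6 TPM for *Uty* and 2.30 TPM for *Eif2s3y*, while IMOK had at most 0.0656 TPM for any of them. *Xist* had a mean of 122 TPM in IMOK, between 86.7 and 160 TPM, and at most 0.124 TPM in mSGc. The paper's karyotype describes mSGc as male, and the sex of the animal behind IMOK is not given in the paper's text. The expression of *Xist* without chromosome Y RNA in IMOK is what a female line would show. No mixture of the lines is needed to explain these values, since counts on *Kdm5d*, *Uty* and *Ddx3y* in IMOK replicate 1 numbered 0. If IMOK is female, sex differs between the lines wherever mSGc and IMOK are compared. No biological explanation beyond sex was tested.

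*Eif2s3y* fell within mSGc from 41.0 TPM at P2 (383 counts) to 4.92 at P4 (78 counts), 1.48 at P10 in SFM (12 counts), 3.13 at P10 in SCM (35 counts) and 0 in both P25 libraries. Sequencing depth is argued against, as 3 counts correspond to 0.541 TPM in the shallower P25 library, far below the level at P2. Loss of the whole chromosome Y from all cells is argued against too, as *Kdm5d* was at 14.5 TPM at P2 and 11.2 TPM at P25 in SFM, and *Uty* and *Ddx3y* were at 8.28 and 25.8 TPM there. Its copy on chromosome X, *Eif2s3x*, which was named after its values were seen and with which reads could be shared, stayed between 164 and 236 TPM in mSGc. What stays open is a change limited to part of chromosome Y, a hypothesis for which the 0 counts of *Eif2s3y* at P25 are the pattern itself and not a test. Each passage is 1 library. The call of *Eif2s3y* against IMOK was lost without IMOK replicate 2 (adjusted p = 0.163) or replicate 3 (adjusted p = 0.126, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over a range from 0.00335 to 0.163 in the alternatives.

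*Cdkn2a* had a mean of 269 TPM in IMOK (180 to 423 TPM) and 44.7 ± 13.4 TPM (SD, n = 2) in P10 mSGc, a log2 fold change of -2.37 with an adjusted p of 0.0464 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call was lost without IMOK replicate 2 (0.147) or replicate 3 (0.109), with library size alone (0.0545), with at least 10 counts in every library (0.0564) and with limma's voom (0.0500), and it held with DESeq2 (4.00e-06, the lowest of the alternatives, with 0.147 the highest). Within mSGc the level fell from 90.0 TPM at P2 to 18.2 and 14.9 TPM at P25. The counts do not separate the transcripts of this gene, and no explanation was tested.

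The list of p53 targets was higher in P10 mSGc, with a median log2 fold change of 1.71, 33 of 34 genes higher in the mean and 19 called (camera adjusted p = 6.39e-31, fry adjusted p = 0.0115, estimated correlation adjusted p = 0.167). *Cdkn1a* was at 399 ± 14.2 TPM (SD, n = 2) against 40.3 ± 13.2 in IMOK (SD, n = 3), and *Mdm2* at 198 ± 10.5 against 48.1 ± 0.633, while *Trp53* itself was lower in both P10 libraries than in each IMOK library but not past the threshold (log2 fold change -0.30, adjusted p = 0.473 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Normalization is argued against as the whole cause, as the list median was 1.58 without TMM factors, a change that moved the median of all genes to -0.10. With the trend on GC content and gene length removed the median was 1.67. It was at least 1.59 with any IMOK library left out, so no single IMOK library carries the median. The number of genes called did depend on single libraries, at 28 without IMOK replicate 1, 3 without replicate 2 and 5 without replicate 3, and *Cdkn1a* and *Mdm2* were not called without replicate 2. The labels name 0 media for both lines, so culture medium and library batch cannot be told apart from the line. A difference in p53 pathway activity is a hypothesis. More RNA of *Trp53* or of *Cdkn2a* in P10 mSGc is argued against as its route. Both genes were lower in both P10 libraries than in each IMOK library (*Cdkn2a* at a mean of 44.7 TPM against 269). Other routes through these genes are not tested by these counts. The median level of the list fell from 6.89 at P2 to 5.98 and 5.92 at P25 on the log2(TPM + 1) scale, still above the 4.68 to 5.04 of IMOK. *Cdkn1a* and *Mdm2* are also in S1 Table, so the study picked them from these libraries.

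Other lists fixed beforehand also differed in P10 mSGc under camera. The median log2 fold change was 0.80 for immediate early and stress genes, 2.50 for glucocorticoid responsive genes and 2.51 for squamous genes. Under fry the squamous list held (adjusted p = 0.0477), the other lists did not (0.116 for both), and under an estimated correlation none of these did (0.281 to 0.562). For glucocorticoid responsive genes the separation from IMOK was narrow, at a median of 5.31 and 5.62 on the log2(TPM + 1) scale in P10 mSGc against 5.28 in IMOK replicate 1. At P4 (4.61) and P25 (4.04 and 4.44) mSGc lay within or under the range of IMOK, 4.15 to 5.28. Immediate early and stress genes at P4 (5.27) and P25 (4.59 and 4.85) likewise lay within or under the range of IMOK, 4.64 to 5.37. At P10 in SFM (5.44) they lay narrowly above that range, and at P2 (5.57) and P10 in SCM (6.36) also above it. Both mSGc media contain a glucocorticoid, and with 0 media named for both lines an effect of the medium cannot be told apart from one of the line.

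Genes of several chromosomes were shifted together in P10 mSGc against IMOK. The median shift relative to the other autosomal genes was -0.57 for chromosome 5 and -0.63 for chromosome 19 on the log2 scale (camera adjusted p = 4.53e-09 and 5.88e-09, fry 0.00385 for both, estimated correlation 0.0251 for both), and 0.35 for chromosome 4, 0.36 for chromosome 8 and 0.38 for chromosome 10 (camera adjusted p = 0.00138, 0.000626 and 0.000626; fry 0.0434, 0.0205 and 0.0205; estimated correlation 0.418, 0.243 and 0.258). Chromosomes 12 and 13 passed under camera but not under fry, and the shift of chromosome 13 was 0.12 without IMOK replicate 1. GC content and gene length are argued against for chromosome 5, whose shift was -0.57 with that trend removed. A few genes are not the cause for chromosome 19, where 82.7% of genes lay below the median of the others. A difference in copy number of whole chromosomes, a hypothesis, would shift every stretch alike. In the P10 libraries the smallest shift among the 3 stretches of chromosome 5 was -0.48. The stretches of chromosome 8 were less alike, at 0.22, 0.38 and 0.26 against IMOK in SFM and 0.24, 0.54 and 0.38 in SCM. Whether either line gained or lost any of these chromosomes is not shown by a comparison of their RNA, and no DNA was analysed here. The paper's karyotype reports abnormalities of chromosomes 8 and Y in early-passage mSGc.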

How the results depend on the processing

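The alternatives were set beforehand, apart from the correction for GC content and gene length and, for chromosomes, the estimated correlation between genes, which were chosen after seeing the data. For chromosomes fry stood in the design and was entered as an alternative afterwards. No paired analysis was possible because only the IMOK libraries carry replicate numbers, apart from medium, which was compared within P10 and P25 with passage as a block. Where no reason is given below for a change, the cause was not tested. Leaving out a P10 library leaves a single library in that group, so no call was made, and leaving out an SCM library left no medium comparison to report.

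The number of genes called depended on the processing. With DESeq2 the genes called were 2231 for P10 mSGc against IMOK, 2900 for all mSGc against IMOK, 272 for medium, 700 for passage, 309 of S1 Table and 36 of the genes named for P10. With at least 10 counts in every library, which leaves fewer genes to test and removes genes silent in one line, the numbers were 272 for P10, 1 for medium, 3 for passage, 73 of S1 Table and 6 of the named genes. Without a filter they were 36 for medium and 161 for passage, and limma's voom called 0 genes for medium (1074 at an unadjusted p under 0.05). With the untransformed passage number 25 genes were called for medium and 126 for passage, P10 and P25 alone with passage as a block gave 123 for medium (90 higher and 33 lower), and the SFM libraries alone gave 31 for passage. With all mSGc libraries against IMOK 263 S1 Table genes were called. Without TMM factors the median of all genes moved by about -0.10, and all mSGc against IMOK split into 663 higher and 1373 lower genes, against 848 and 1070 with TMM.

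Leaving out 1 library also moved the calls. For P10 mSGc against IMOK they ranged from 36 (without IMOK replicate 2) to 3416 (without replicate 1), for S1 Table from 9 to 360, and for the named genes from 5 to 36, in the same order. For all mSGc against IMOK the range was 738 (without IMOK replicate 2) to 1918, for medium 0 to 58 and for passage 0 (without P2 or P25 in SFM) to 329 (without P10 in SFM). Among the 3416 genes without replicate 1 were all 547 of the fit with every library, and 35 of the 36 without replicate 2 were among these. The median log2 fold change of S2 Table was 0.11 without IMOK replicate 1, where it no longer passed under camera, and up to 0.27 without replicate 3.

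The number of list tests past an adjusted p of 0.05 under camera was 13 of 30, against 2 under fry and 0 under an estimated correlation (3 at an unadjusted p under 0.05). The shift of chromosome 8, 0.36 against IMOK and 0.090 per doubling of passage, no longer passed the threshold under an estimated correlation, and for passage not under fry. The difference in median r within mSGc and between the lines, 0.0619, was 0.0878 with a pseudocount of 0.1, 0.134 over the 1500 most variable genes and 0.0261 without a filter.

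Several values changed sign. *Krt17* was at -0.083 without TMM factors, -0.023 without a filter, -0.0016 with at least 10 counts and -0.011 as a difference of log2 CPM, and *Slc12a2* at -0.070 as log2 CPM. Over the fits that each left out 1 IMOK replicate the log2 fold change ran from -0.18 to 0.34 for *Krt17*, -0.42 to 0.012 for *Trp63*, -0.53 to 0.027 for *Sfn*, -0.95 to 0.76 for *Mmp2*, -0.20 to 0.10 for *Lama2*, -3.28 to 1.99 for *Acta2* and -0.026 to 0.18 for *Slc12a2*, and the list median from -0.73 to 0.089 for acinar, -0.47 to 1.19 for myoepithelial and -0.76 to 0.14 for mesenchymal genes. For *Lama2* the fit without replicate 3 gave no value. With all mSGc libraries the medians were -0.16 for retinoic acid responsive, 0.93 for myoepithelial and 0.21 for mesenchymal genes, and with at least 10 counts 0.025 for acinar and 0.85 for myoepithelial genes. For passage, where the values with the default filter were -0.037 for glucocorticoid responsive, -0.56 for acinar, -0.67 for myoepithelial and -0.74 for mesenchymal genes, those with at least 10 counts were 0.14 for glucocorticoid responsive (0.044 with the GC correction), 0.051 for acinar, 0.073 for myoepithelial and 0.025 for mesenchymal genes. Of 871 values of single genes, the sign changes included, 36 became stronger, 89 weaker and 27 moved, of 190 values of single lists, counted likewise, 4 became stronger and 25 weaker, and of 59 values of other chromosomes 14 became weaker.

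The shallowest library, P25 in SCM, has 6237884 counts, so that levels under about 0.481 CPM cannot be told from 0 there. In simulated data the P10 comparison recovered 63.1% of changed genes, so some changed genes are missed there. The simulated changes exceeded those of *Krt14*, *Itgb6* and *Cdh3*, so this share does not apply to changes of that size.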

Differences from the paper's values

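The paper gives about 460 genes as enriched in mSGc, of which S1 Table lists 458. Against IMOK alone, 129 of these were higher in P10 mSGc at an adjusted p under 0.05. The number was 309 with DESeq2's size factors and Wald test, the tool the paper's methods name, and 360 without IMOK replicate 1, both within 1.5 times of the paper's 460. The other alternatives set before the data were examined did not come within 1.5 times, with 263 for all mSGc libraries, 140 without a filter, 112 with limma's voom, 96 without TMM factors, 73 with at least 10 counts in every library, 21 without IMOK replicate 3 and 9 without replicate 2. The paper compared mSGc with NIH3T3 and A20 as well, which were not analysed here.

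The paper presents *Krt17*, *Trp63*, *Sfn*, *Krt14*, *Krt5*, *Anxa8*, *Itgb6* and *Cdh3* as enriched in mSGc. Against IMOK, *Trp63* and *Sfn* had a lower mean in P10 mSGc and *Krt17* a log2 fold change near 0 (log2 fold changes -0.20, -0.27 and 0.034), and 0 of the 8 genes passed an adjusted p of 0.05. Of the settings run, DESeq2 and the comparison of all mSGc libraries called *Krt14*, *Itgb6* and *Cdh3*, and the fit without IMOK replicate 1 called *Anxa8*, *Itgb6* and *Cdh3*; *Krt17*, *Trp63*, *Sfn* and *Krt5* were called under none of those run.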

Other observations

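Each test in this part was chosen after the result it bears on had been seen. The exceptions are the gene lists, their fits and alternatives set beforehand, and the splits of the libraries.

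The comparison of all mSGc libraries with IMOK was set against every other split of the 9 libraries into groups of 6 and 3. Of the 84 splits 1, the real one, gave as many as 1918 genes at an adjusted p under 0.05. The highest number in another split was 4, and 78 of the others gave 0. Every other split mixes the lines within a group, so the difference between lines adds to its spread and few calls are built in. The splits also cannot tell the line from medium or experiment.

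IMOK replicate 1 stood apart from replicates 2 and 3. It had 880 TPM of *Acta2* against 7.08 and 13.8, and 69.3 TPM of *Tagln* against 0.731 and 0.551. Many genes of the extracellular matrix were raised with them, such as *Lox* (39.6 TPM against 0.547 and 0.658), *Postn* (31.3 against 0.211 and 0.644), *Col1a1* (5.25 against 0.395 and 0.345) and *Mmp2* (18.2 against 2.82 and 3.20). So were *Col5a1*, *Fbn1*, *Fn1* and *Vim* (11.9, 15.8, 873 and 456 TPM in replicate 1). Fibroblasts in the culture as the whole cause are argued against, as they would also bring *Col3a1*, *Dcn* and *Lum*, and *Col3a1* was at 0.0422 TPM in replicate 1 and *Dcn* and *Lum* had no counts there. A change of state in the IMOK cells themselves was not tested. Reads from mSGc are argued against by the count of 0 on *Kdm5d*, *Uty* and *Ddx3y* in replicate 1. Depth is argued against, as its total was 1.06 times the mean of the others. Genes of chromosome 13 were shifted by -0.43 in replicate 1 relative to replicates 2 and 3, those of chromosomes X, 3 and 12 by -0.45, -0.35 and 0.38, and no chromosome was shifted by more than 0.0568 between replicates 2 and 3. A candidate explanation is that replicate 1 came from cells with a different chromosome content, such as another subclone or passage. With 1 such library this remains a hypothesis.

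Within mSGc, genes of chromosome 8 were higher at P4 than at P2 by a median of 0.43, beyond each of 10000 random lists. The shift was 0.38 after adjustment for GC content, which argues against GC content as the cause. A gain of the whole chromosome is argued against by the first of 3 stretches of its genes, shifted by 0.019, while the others were shifted by 0.58 and 0.62. The second stretch begins at position 72696310 of mm9. The P25 libraries showed the same pattern against P2 (-0.092, 0.68 and 0.63 in SFM, and -0.0073, 0.65 and 0.62 in SCM). Going from 2 to 3 copies would give 0.58. A candidate explanation is a gain of the distal part of chromosome 8 between P2 and P4, in the chromosome that the paper's karyotype reports as abnormal. In the P10 libraries chromosome 8 was instead shifted throughout (0.29, 0.21 and 0.24 in SFM, and 0.31, 0.40 and 0.39 in SCM). The P10 libraries also differed from each other, with SCM minus SFM at -0.0094, 0.16 and 0.14 in the 3 stretches.

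The P10 libraries differed from the others in further chromosomes. Against P2, chromosome 10 was shifted by 0.35 in SFM and 0.28 in SCM, and chromosome 14 by -0.55 and -0.33. After adjustment for GC content the shift of chromosome 14 in SFM was -0.53, so GC content is argued against. A change carried forward by later passages is argued against as well, as chromosome 14 was at -0.036 at P25 in SFM. The P4 library showed 0.0038 for chromosome 10 and -0.083 for chromosome 14. Together with the different pattern on chromosome 8, a candidate explanation is that the P10 libraries came from a parallel culture or from a subclone that was not the parent of the P25 cells. A change in the shares of subclones within a culture would show the same values and stays open. Chromosome 18 was lower in both P25 libraries (-0.54 and -0.39), and chromosome 7 was at -0.38 at P25 in SCM against 0.044 at P25 in SFM.

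S1 Table holds more genes of chromosome 8 than of other chromosomes, 62 of 711 tested genes (8.72%) against 3.43% of all tested genes (Fisher's exact test, two-sided, p = 8.48e-12, adjusted p = 1.70e-10 over 20 chromosomes). These genes had a median log2 fold change of 1.15 against 2.22 for the other listed genes, and 35.5% of them lay below 1 against 10.9%. Across the 20 chromosomes, the share of genes in S1 Table rose with the shift of the genes outside it (Pearson's r = 0.48, p = 0.0466; Spearman's rho = 0.46, p = 0.0429; two-sided permutation tests). Without the 2 chromosomes farthest from the median r was 0.39 (permutation test, p = 0.101), no longer past the threshold with fewer chromosomes. Whether chromosome-wide RNA levels shape the list therefore stays open, and a role of chromosome 8 genes in the biology of the gland was not tested.

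The retinoic acid responsive list was higher in SCM, which contains retinoic acid, with a median log2 fold change of 2.15 and 8 of 9 genes higher (camera adjusted p = 3.10e-07). Under fry the adjusted p was 0.191, and with 2 SCM libraries of different passages this cannot be told apart from other differences of the medium. The lists printed nowhere else gave the following medians. Against IMOK at P10, interferon-stimulated genes were at 2.16 and cell cycle genes at -0.94, both past the threshold under camera. Neither list passed under fry (adjusted p = 0.319 and 0.500) or under an estimated correlation (adjusted p = 0.598 for both). Acinar genes were at -1.94 (-1.89 with genes at their limits) and myoepithelial genes at -0.14. Mesenchymal genes were at -0.50 and retinoic acid responsive genes at 0.24. None of these other lists passed under camera. Without IMOK replicate 1 interferon-stimulated genes were at 4.10, with 27 genes called against 3, and acinar genes, at -0.73, passed the threshold under camera. Cell cycle genes were at -0.25 and no longer past it with all mSGc libraries. Interferon-stimulated genes rose by 1.04 in SCM and fell by 1.05 per doubling of passage, with 30 of 30 genes higher and 30 of 30 genes lower in the joint fit. The rise in SCM was seen at P10 only, where the list median of log2(TPM + 1) was 3.90 in SFM and 5.16 in SCM, against 1.82 and 1.58 at P25. Cell cycle genes rose by 0.31 per doubling. Each of these 3 list results was past the threshold under camera and not under fry. Per doubling of passage, myoepithelial genes fell by 0.67, mesenchymal genes fell by 0.74 and p53 targets fell by 0.13 (camera adjusted p = 0.00190, 0.00333 and 0.00606), and these did not pass under fry.

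The qRT-PCR and staining markers of the paper were measured in cultures and spheroids not analysed here. In the mSGc monolayers of these libraries *Amy1* was at 0 to 3.38 TPM and *Aqp5* at 1.40 to 20.9 TPM, both lower than in IMOK at P10 in the mean, *Bhlha15* was at 0.478 TPM or less, *Krt8* at 672 to 6326 TPM, and *Acta2* went from 544 TPM at P2 to 48.0 and 5.08 TPM at P25. The mean of *Amy1* in IMOK rests on replicates 2 and 3 (22.1 and 24.9 TPM). Replicate 1 was at 0.129 TPM, below both P10 libraries (1.55 and 3.38 TPM). Neither gene passed the threshold, with adjusted p-values of 0.398 for *Amy1* and 0.101 for *Aqp5* from edgeR's quasi-likelihood test. The reads of *Amy1* could be shared with its neighbouring copies. *Hprt*, to which the paper normalizes its qRT-PCR, was at 251 to 312 TPM in mSGc and at 103, 245 and 286 TPM in IMOK replicates 1, 2 and 3.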
